A study of Rattus norvegicus with 9 samples. Its data were reported in "Drp1 regulates mitochondrial dysfunction and dysregulated metabolism in ischemic injury via Clec16a-, BAX-, and GSH- pathways" (2020).

How the data were processed

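Superior mesenteric arteries (SMAs), the vessels that supply most of the small intestine, were taken from 8-week-old Sprague-Dawley rats. There were 9 libraries in 3 groups of 3: normal rats, rats after 1 h of ischemia and rats after 4 h of ischemia. Ischemia here was a hemorrhage model, in which blood was let from a femoral artery and time was counted from when the model had been set up. Per the labels, RNA was extracted with Trizol, libraries followed a standard Illumina protocol and sequencing ran on an Illumina HiSeq X instrument. The study describes Agilent microarrays for these samples, with a log2 ratio and a random variance F-test, but it also speaks of transcriptome sequencing, of paired ends and of mapping with the assembly program pacBioToCA. Which of these steps gave the deposited table is not clear. The deposited table holds whole-number counts per gene symbol, which is what sequencing gives, and it was analysed as such. No short-read aligner, counting program, genome build or annotation is named for this table, nor whether counting used the strand. The series description gives 3 rats per group, and the libraries were analysed as 9 separate rats. The methods of the study can also be read as the same individuals under each condition. They state, however, that rats were killed when ischemia ended and the SMA was removed afterwards. So 1 rat could not give arteries of more than 1 condition.

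The authors deposited raw counts for 37203 gene symbols, and 13156 of these had no count in any library. Every column of the table matched the title of one sample. Total counts per library ran from 13114273 to 15504240, so 1 CPM (counts scaled by library size) is roughly 13.1 to 15.5 counts before further scaling. The CPM values given below use library sizes scaled by the TMM method, with factors from 0.814 to 1.22. The counts behind 1 CPM therefore range more widely, and low genes carry a large counting error. No library was a copy of another. The lowest chi-square per degree of freedom between any pair of libraries was 29.9, far above sampling noise. No coordinates are given, because the build behind the counts is not known. Of the 15482 gene symbols tested, 13654 (88.2%) matched a symbol or synonym in the RefSeq gene table of assembly GRCr8, which was used for names only.

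Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed with filterByExpr, libraries were scaled with the TMM method, and the quasi-likelihood F-test (glmQLFit and glmQLFTest) was fitted to all 9 libraries at once, with group as the only term. Contrasts were 1 h against normal, 4 h against normal, 4 h against 1 h, and all 3 groups together. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 with a fold change over 1.5, the thresholds the study used. Standard errors of log2 fold changes are the size of the change divided by the square root of its F statistic. CPM values use TMM-scaled library sizes, and errors beside means are SD over 3 rats. The common biological coefficient of variation was 51.6%.

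Before the data were examined, the groups, the tests, the alternatives, the gene lists and the rule for naming genes were fixed. The rule names every gene of 3 lists taken from the study, and in each contrast up to 4 rising and 4 falling genes with the largest fitted change. Those genes had to be called, to average at least 5 CPM over the 6 libraries compared, and to have all 3 libraries of one group above all 3 of the other, and uncharacterised identifiers were passed over. Some genes of these lists were tested and counted, but their values are not reported here. The 3 lists were the genes the study names as altered at 1 h (7 genes), those it names at 4 h (13 genes, with LC3 taken as Map1lc3a and Map1lc3b), and genes of proteins it followed later (9 genes). Further lists covered 14 processes and 11 tissue sources. The processes were mitochondrial genome genes, nuclear respiratory chain genes, mitochondrial ribosome, mitochondrial fission, fusion and tethering, autophagy, apoptosis, amine metabolism, ketone and fatty acid metabolism, glutathione, hypoxia targets, immediate early genes, glucocorticoid targets, inflammation and heat shock. The sources were smooth muscle, endothelium, adipocytes, neutrophils, red cell precursors, lymphocytes, macrophages, exocrine pancreas, skeletal muscle, peripheral nerve and gut epithelium. Lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, where at least 5 of their genes were tested. This left 24 lists, since only 4 of the 17 neutrophil genes in the table were tested.

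The tests were tried on simulated counts with the means, library sizes and dispersions of these libraries. With 200 of 15482 genes changed 8-fold in one group, edgeR recovered 64.2% of them over 3 simulations, with 6 false calls on average in the changed contrast and 0 calls in the unchanged one, where 4.57% of genes had an unadjusted p under 0.05. At a 4-fold change it recovered 24.0%, and at a 2-fold change 0%. DESeq2 1.42.0 recovered 82.2% of the 8-fold changes, with 79 false calls on average in the changed contrast and 42.3 in the unchanged one. For the gene lists, 3 of 3 simulated shifts were found among 25 random lists, with 0 false ones. Genes in these random lists vary independently, which genes of one tissue do not.

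Alternatives were relative log expression size factors, library size alone, no filter beyond 1 count, at least 10 counts in every library, DESeq2, limma voom, fits of only the groups compared, the replicate number as a block, an adjusted p under 0.01, a fold over 2, no fold threshold, fry or an estimated correlation for the gene lists, and leaving out each library in turn. One more alternative, the mean log2 CPM of the peripheral nerve list as a covariate (the nerve score), was chosen after the libraries were seen to differ in these transcripts. Ubb, Map1lc3b, Cycs, Tomm20 and Mt1a have near-identical copies elsewhere in the genome, so their counts are uncertain. The same holds for overlapping and antisense genes. GC content and gene length were not checked. Data from mice are not analysed here. Figures were drawn with matplotlib 3.10.9.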

Results

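Transcripts of the SMA were counted in 3 normal rats, 3 rats after 1 h of ischemia and 3 rats after 4 h of ischemia. Total counts were 15232646, 13114273 and 15039061 in the normal group, 14936727, 15504240 and 13380675 at 1 h, and 14870722, 14045746 and 13833972 at 4 h. Between 17825 and 20597 genes had at least 1 count in a library. Genes of the mitochondrial genome took from 9.10% to 29.3% of all counts, the lowest in replicate 3 at 1 h and the highest in normal replicate 3. Correlations of log2 CPM across genes ranged from 0.815 to 0.962 between libraries of one group and from 0.767 to 0.971 between libraries of different groups.

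The first principal component held 63.2% of the variance, and 11 of the 23 peripheral nerve genes were among its 100 strongest loadings in the direction of Dbh. This axis did not separate the 3 groups, but it was shifted between normal rats and 1 h. Scores on it, lower with more Dbh, were -8.19, 108 and 47.3 in normal rats. They were -101, -6.77 and -117 at 1 h, and 106, 76.1 and -104 at 4 h. Dbh, which codes for the enzyme that makes noradrenaline, was at 1854 CPM in replicate 1 and 1866 CPM in replicate 3 at 1 h, and at 2041 CPM in replicate 3 at 4 h. It was at 226 CPM in replicate 2 at 1 h, and at 0.66 and 0.25 CPM in replicates 1 and 2 at 4 h. In normal rats it was at 116, 0 and 66.5 CPM in replicates 1 to 3. The mean log2 CPM of the 23 nerve genes, called the nerve score, was 5.44, 0.47 and 4.18 in normal rats, 7.41, 5.43 and 7.64 at 1 h, and 1.43, 2.02 and 7.44 at 4 h. Myh11, a smooth muscle myosin, ranged from 4693 CPM in normal replicate 1 to 23515 CPM in replicate 1 at 4 h. The labels give no batch, and the nerve score is itself a measured value, so libraries were not divided by it. Fits with the nerve score as a covariate are given beside the group fits below.

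**Figure D1:**
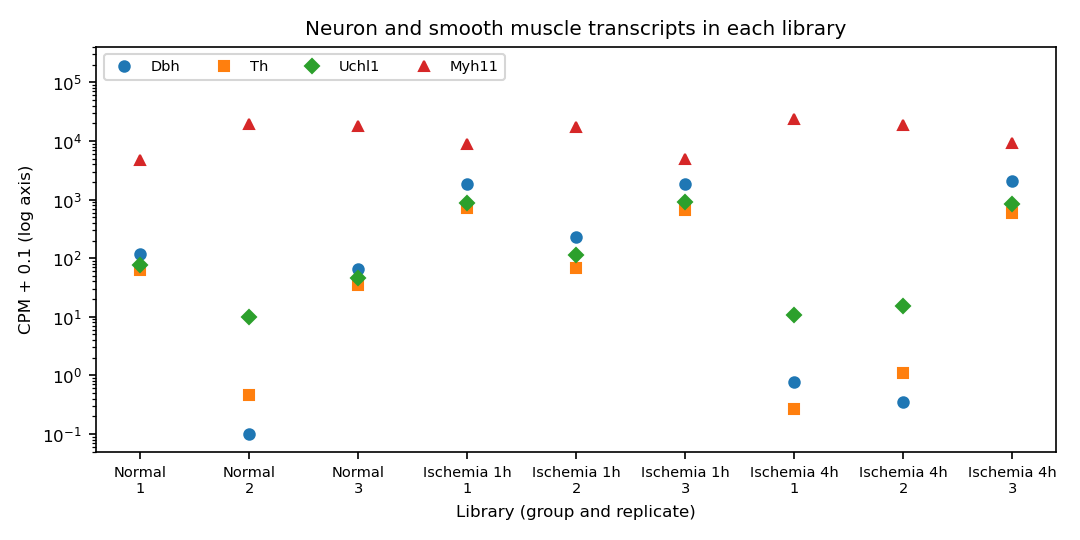
CPM plus 0.1 on a log axis for the neuron genes Dbh, Th and Uchl1 and the smooth muscle gene Myh11, with one point per gene in each of the 9 libraries. Dbh lies at 1854, 1866 and 2041 CPM in replicates 1 and 3 at 1 h and replicate 3 at 4 h, and at 226 CPM or less in the other 6 libraries.

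To find genes altered at any stage of ischemia, the 3 groups were first tested together. Of 15482 genes, 6 were called (Sik1, Nfil3, Mfsd2a, Apold1, Zbtb26 and Nfkbiz), while 1771 genes had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2, which called 669 genes. Without normal replicate 2 or normal replicate 3 the count was 0, with 1137 and 1281 genes at an unadjusted p under 0.05, and without any other one library it ran from 1 to 7. Across these fits the number at an unadjusted p under 0.05 ran from 1137 to 3761, the highest without replicate 3 at 4 h. Nfil3, Nfkbiz and the shared genes Csrnp1 and Nfkbia lie outside the naming rule and were chosen after their values were seen.

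In the early stage, 1 h against normal, 9 genes were called, 8 higher and 1 lower. At an unadjusted p under 0.05 there were 2578 genes (16.7%). The 3 libraries at 1 h did not overlap the 3 normal libraries in 26.3% of genes, where chance gives 10%. DESeq2 moved the count most, to 702 genes, and 0 genes were called without normal replicate 2 or without normal replicate 3, with 1513 and 1760 genes at an unadjusted p under 0.05. Without normal replicate 1 the count was 1, and without replicate 1 at 1 h it was 11. Mfsd2a rose from 0.54 ± 0.12 to 25.2 ± 11.6 CPM (SD, n = 3 each), a log2 fold change of 5.54 (SE 0.45, adjusted p = 0.00918). Mt1a, a metallothionein with near-identical copies, rose from 3.05 ± 1.03 to 140.7 ± 100.3 CPM (log2 fold change 5.53, SE 0.62, adjusted p = 0.0424). Apold1 rose from 17.4 ± 3.84 to 537 ± 83.4 CPM (log2 fold change 4.94, SE 0.47, adjusted p = 0.0164). Sik1 rose from 7.18 ± 1.45 to 112 ± 20.2 CPM (log2 fold change 3.96, SE 0.26, adjusted p = 0.00331). Nr1d1, the gene of a clock repressor, fell from 205 ± 10.2 to 19.3 ± 10.4 CPM (log2 fold change -3.41, SE 0.40, adjusted p = 0.0454). In the 9 fits that each left out one library, the adjusted p of Sik1 ran from 0.00387 to 0.0635. Sik1 lost its call in 2 of these fits, Mfsd2a in 3, Apold1 in 6, and Mt1a and Nr1d1 in 8 each. Their log2 fold changes kept their sign and moved less. They ran from 3.82 to 4.14 for Sik1, 5.10 to 5.75 for Mfsd2a and 4.81 to 5.13 for Apold1. Those of Mt1a ran from 4.84 to 5.94 and those of Nr1d1 from -3.94 to -3.14. With the nerve score as a covariate 17 genes were called at 1 h, and 8 of the 9 genes were among them. Genes at an unadjusted p under 0.05 fell from 2578 to 1559 in that fit. Nerve score and group go together here, so what part of the 2578 follows neuron content cannot be told.

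In the late stage, 4 h against normal, 14 genes were called, 10 higher and 4 lower, and 1923 genes had an unadjusted p under 0.05. Groups did not overlap in 18.7% of genes, against 10% by chance. Mfsd2a reached 28.7 ± 8.32 CPM (log2 fold change 5.72, SE 0.45, adjusted p = 0.00501), and Apold1 reached 492 ± 244 CPM (log2 fold change 4.82, SE 0.47, adjusted p = 0.0192). Sik1 reached 140.5 ± 28.4 CPM (log2 fold change 4.29, SE 0.26, adjusted p = 0.00198) and kept its call in all 9 fits that each left out one library. Relt rose from 2.96 ± 0.99 to 51.8 ± 26.1 CPM (log2 fold change 4.12, SE 0.51, adjusted p = 0.0387). The falling genes were Zbtb26, from 12.7 ± 1.46 to 2.49 ± 0.34 CPM, Ptafr, from 14.1 ± 2.12 to 2.94 ± 0.72 CPM, Kctd11, from 18.1 ± 1.63 to 3.97 ± 0.59 CPM, and Zscan12, from 18.9 ± 3.56 to 4.61 ± 0.87 CPM. Their log2 fold changes lay between -2.34 and -2.03, with adjusted p from 0.0247 to 0.0353. Each of the 4 lost its call in at least 7 of the 9 fits that left out one library, Relt lost its call in 8, Apold1 in 5 and Mfsd2a in 2. Log2 fold changes in these fits lay between -2.46 (Ptafr) and -1.88 (Zscan12) for the 4 falling genes. They ran from 3.64 to 4.44 for Relt, 4.49 to 5.14 for Apold1 and 5.47 to 5.92 for Mfsd2a. DESeq2 called 610 genes. Without normal replicate 2 only 1 gene, Sik1, was called, and without normal replicate 1 there were 2. With the nerve score as a covariate 129 genes were called, 61 higher and 68 lower, and all 14 genes were among them.

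**Figure D2:**
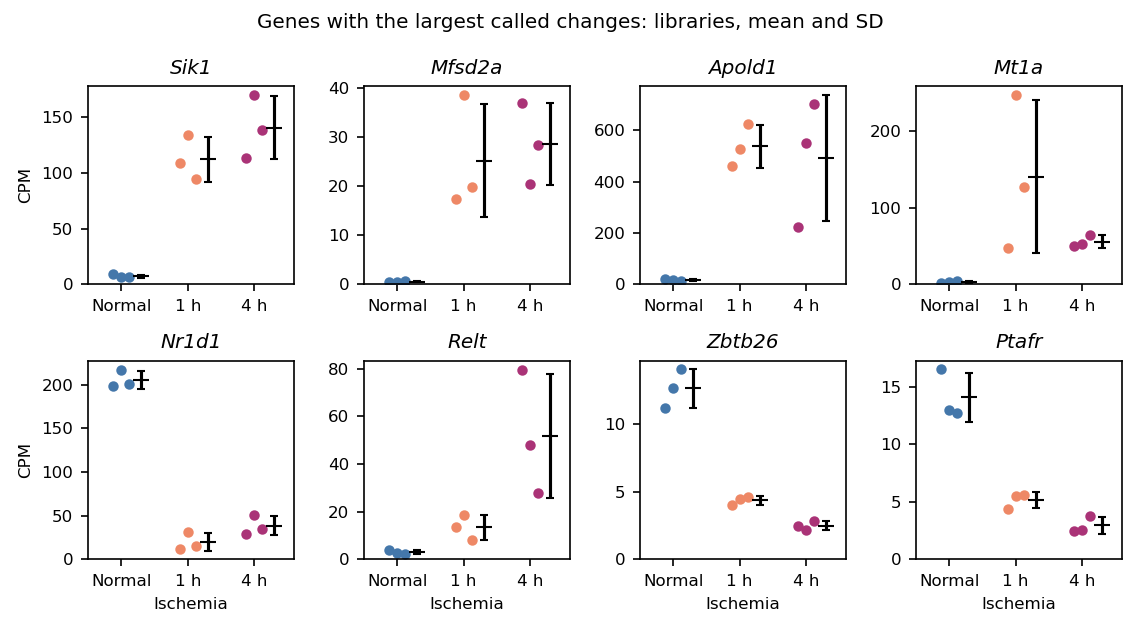
CPM of 8 named genes in each library, with points for the 3 rats of each group and black marks for the mean with SD (n = 3). For each gene the 3 points of the group or groups in which it was called lie apart from the 3 normal points, such as Sik1 at 7.18 CPM in normal rats and at 112 and 140.5 CPM after 1 h and 4 h.

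Both stages shared 7 called genes, each with the same sign (Nfil3, Apold1, Sik1, Mfsd2a, Csrnp1, Nfkbiz and Nfkbia). Because both contrasts use the same normal libraries, 20 simulations of unchanged groups against shared controls were run. They made 0.05 calls on average in either contrast, so their 0 shared calls say nothing about the 7 observed. Of 100 splits of the real libraries into 3 groups, 4 gave 7 or more shared calls, the real one included and the largest at 1700. Without normal replicate 2 or normal replicate 3, 0 genes were called at both stages, and without normal replicate 1 there was 1. Log2 fold changes of the 2 contrasts correlated across genes at 0.865, against 0.498 on average in the simulations, and genes are not independent replicates. Between 4 h and 1 h, 0 genes were called. The smallest adjusted p was 0.856, and 400 genes (2.58%) had an unadjusted p under 0.05. Groups did not overlap in 6.24% of genes, below the 10% that chance gives. The count at an unadjusted p under 0.05 rested on single libraries, with 3271 genes without replicate 3 at 4 h and 121 genes without replicate 3 at 1 h. No single gene was therefore found to differ between the stages. In the simulations 64.2% of 8-fold, 24.0% of 4-fold and 0% of 2-fold changes were recovered, so smaller differences stay open.

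The study focused on mitochondria-related genes, and the lists it names were examined next. It chose them on these samples, so values adjusted over a list alone are not independent evidence. Of the 7 early genes, 0 were called at 1 h over all genes tested, although 6 had an unadjusted p under 0.05, and 1 was called when adjusted over the list alone. DESeq2 and the fit of only the groups compared moved the latter count most, each to 4, and DESeq2 called 1 over all genes. The count over the list alone was also 4 without replicate 3 at 4 h, 3 without replicate 1 at 4 h and 2 without normal replicate 3, and it was 0 without normal replicate 2, with 2 at an unadjusted p under 0.05. The number at an unadjusted p under 0.05 was 1 without replicate 1 at 1 h. It was 2 without normal replicate 1 or replicate 3 at 1 h, and from 4 to 6 without any of the remaining libraries. The called gene was Bnip3, which rose from 56.8 ± 17.0 to 172 ± 47.9 CPM (log2 fold change 1.60, SE 0.36, adjusted p over all genes = 0.186, over the list = 0.0142). Gdap1 had the largest change, from 3.00 ± 1.92 to 40.7 ± 28.0 CPM (log2 fold change 3.75, SE 1.58, adjusted p = 0.294). Its values at 1 h were 53.6, 8.62 and 60.0 CPM, and at 4 h they were 2.32, 0.50 and 55.3 CPM, so it was high in the same 3 libraries as Dbh. Dnm1l, the gene of Drp1, rose by 0.80 on the log2 scale (SE 0.35, adjusted p = 0.298), and it was at 165, 86.4 and 156 CPM at 1 h. Tomm20 (0.39, SE 0.15), which has near-identical copies, and Pdzd8 (0.47, SE 0.25) were also higher, while Bnip3l (-0.54, SE 0.19) and Inf2 (-0.88, SE 0.38) were lower. The nerve score was above all normal libraries in replicates 1 and 3 at 1 h. With the nerve score as a covariate the log2 fold change of Gdap1 was 0.99 (SE 0.78), that of Dnm1l 0.41 (SE 0.39), that of Pdzd8 0.14 (SE 0.22) and that of Inf2 -0.29 (SE 0.29). Bnip3 kept 1.15 (SE 0.35), Tomm20 0.44 (SE 0.19) and Bnip3l -0.65 (SE 0.23). In that fit 0 early genes were called when adjusted over the list alone, with 3 at an unadjusted p under 0.05.

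Of the 13 late genes, 0 were called at 4 h over all genes and 4 had an unadjusted p under 0.05. When adjusted over the list alone, 3 were called, and 0 without normal replicate 3, where 3 had an unadjusted p under 0.05. It was 1 without normal replicate 1 or without any one of the libraries at 4 h. DESeq2 called 3 over all genes. Vegfa rose from 72.7 ± 2.0 to 173 ± 43.5 CPM (log2 fold change 1.25, SE 0.24, adjusted p over all genes = 0.0979). Map1lc3b, which has near-identical copies, rose from 168 ± 9.68 to 255 ± 36.4 CPM (log2 fold change 0.60, SE 0.19, adjusted p = 0.243). Bik fell from 1.67 ± 0.57 to 0.35 ± 0.09 CPM, a level of 3, 5 and 6 counts per library (log2 fold change -2.21, SE 0.55, adjusted p = 0.169). Further log2 fold changes were 0.54 for Ubb (SE 0.23), which has near-identical copies, 0.42 for Sqstm1 (SE 0.19), 0.60 for Dnm1l (SE 0.35), 0.56 for Bid (SE 0.84), 0.30 for Map1lc3a (SE 0.44), 0.18 for Ranbp2 (SE 0.23), 0.08 for Hif1a (SE 0.34), -0.23 for Pik3ca (SE 0.16) and -0.34 for Amd1 (SE 0.17). Of these only Ubb had an unadjusted p under 0.05. Hif1a was -0.062 with library size as the only scaling, where the median of all genes was -0.15, and it was -0.18 without normal replicate 1, and Map1lc3a was 0.0014 without that library. Bid was -0.23 with the nerve score and -1.11 without replicate 3 at 4 h, and Dnm1l was 0.26 without that library.

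Of the 9 genes of proteins followed later, 0 were called over all genes, 2 had an unadjusted p under 0.05, and these 2 were called when adjusted over the list alone. Of these, Cycs, the gene of Cytochrome C and one with many pseudogenes, rose from 29.1 ± 9.96 to 58.0 ± 4.62 CPM (log2 fold change 1.00, SE 0.24, adjusted p over all genes = 0.162). Further log2 fold changes were 0.30 for Clec16a (SE 0.18), 0.24 for Lamp1 (SE 0.21), 0.23 for Bax (SE 0.26), 0.20 for Mtor (SE 0.17), 0.12 for Pink1 (SE 0.28), -0.26 for Park2 (SE 1.01) and -0.42 for Casp9 (SE 0.21). Without replicate 1 at 4 h the value of Bax was -0.033, without replicate 2 at 4 h that of Pink1 was -0.091, and without normal replicate 1 that of Park2 was 0.30, against -2.50 without replicate 3 at 4 h. The count over the list alone was 0 without normal replicate 1 or without replicate 1 at 4 h, where 2 genes had an unadjusted p under 0.05. It was 1 without normal replicate 2 and 3 without replicate 3 at 4 h, and DESeq2 called 2 over all genes.

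**Figure D3:**
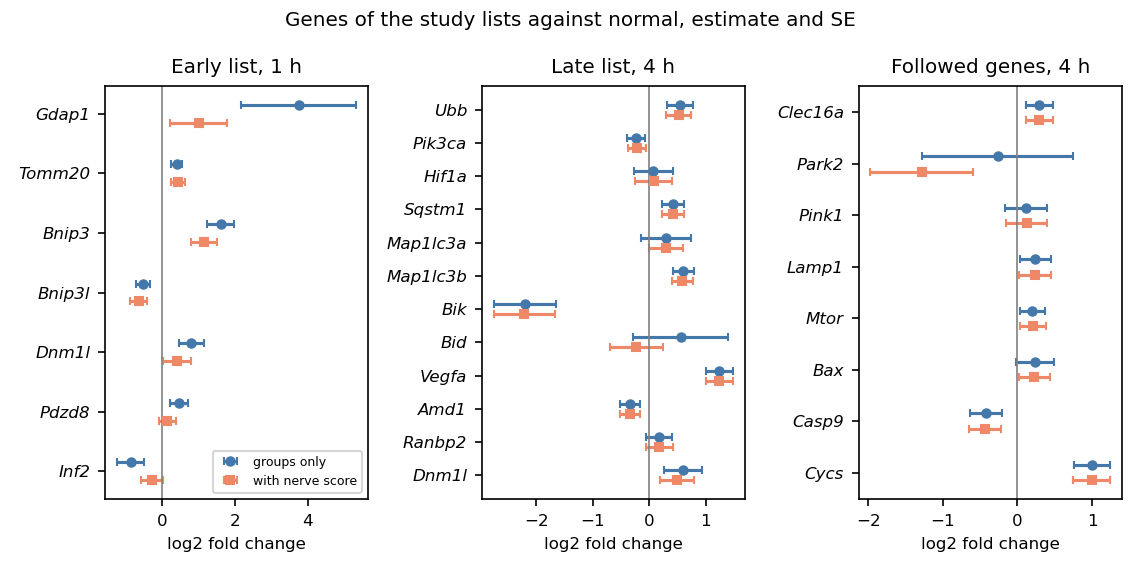
Log2 fold changes against normal with SE for genes named in the text, early genes at 1 h and the other lists at 4 h, from the fit with groups only (circles) and with the nerve score as a covariate (squares). Gdap1 at 1 h moves from 3.75 to 0.99 with the covariate. Vegfa at 4 h stays near 1.25, but there the nerve score was about as high on average as in normal rats.

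Gene lists were compared next, to ask which processes and tissue sources shifted. At 1 h, 7 of 24 lists passed camera, all higher. Median log2 fold changes were 2.65 for inflammation, 1.82 for glucocorticoid targets, 1.54 for immediate early genes, 0.68 for heat shock, 0.61 for hypoxia targets, 0.80 for adipocyte genes and 4.16 for peripheral nerve genes. Under fry 4 of these held (inflammation, glucocorticoid targets, immediate early genes and hypoxia targets), and with an estimated correlation 0 of the 24 passed, with 3 at an unadjusted p under 0.05. At 4 h, 10 lists passed camera. Higher were glucocorticoid targets (2.17), immediate early genes (1.35), inflammation (1.24), exocrine pancreas (0.90), heat shock (0.84), nuclear respiratory chain genes (0.33) and hypoxia targets (0.31), and lower were lymphocyte (-0.73), macrophage (-0.54) and endothelial genes (-0.50). Glucocorticoid targets and immediate early genes also passed fry, and 0 passed with an estimated correlation, with 2 at an unadjusted p under 0.05. Several lists share members, and Nfkbia is in both the inflammation and the glucocorticoid list. Camera counts of this size were common in other divisions of the same libraries: 9 of the 10 divisions of the 6 libraries at 1 h and in normal rats gave as many lists, and 6 of 10 did at 4 h, the real division included.

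Single libraries weighed on these medians. At 1 h the adipocyte median was 0.34 without normal replicate 3 and 1.45 without normal replicate 1, and that of heat shock was 1.14 without normal replicate 3. At 4 h, 5 lists passed without normal replicate 1. In that fit the medians were 0.039 for lymphocyte, -0.23 for macrophage, -0.17 for endothelial and 0.13 for nuclear respiratory chain genes. Without normal replicate 2 the lymphocyte and macrophage medians were -1.38 and -1.01, and without normal replicate 3 those of nuclear respiratory chain genes and hypoxia targets were 0.52 and 0.51. Without replicate 3 at 4 h the median was 0.80 for inflammation and -0.0018 for pancreas genes, and without replicate 1 at 4 h it was 0.54 for heat shock and 2.05 for pancreas genes. With library size as the only scaling the median of all genes was -0.15 at 4 h. The 10 lists kept their sign there, but endothelial, lymphocyte and macrophage genes no longer passed, while smooth muscle and skeletal muscle genes did.

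Between 4 h and 1 h, 10 lists passed camera, 5 higher and 5 lower, while 0 passed fry or an estimated correlation, with 0 at an unadjusted p under 0.05 in both. Autophagy, apoptosis, metabolism and mitochondrial dynamics, which the study was concerned with, did not pass camera in either contrast against normal in the fit with groups only. Medians at 4 h were 0.04 for autophagy, 0.01 for apoptosis, -0.01 for amine metabolism, 0.22 for ketone and fatty acid metabolism, 0.12 for glutathione and 0.18 for mitochondrial fission, fusion and tethering, the last at 0.10 after 1 h. The camera adjusted p of these 6 lists ran from 0.0937 to 0.877 at 4 h. With library size as the only scaling, which moved all genes, the medians at 4 h minus that of all genes were 0.010 for autophagy, -0.019 for apoptosis, -0.035 for amine metabolism, 0.19 for ketone and fatty acid metabolism, 0.091 for glutathione and 0.15 for mitochondrial fission, fusion and tethering. Amine metabolism was above 0 with relative log expression size factors (0.0094). Leaving out one library moved the 4 h medians too. Without replicate 1 at 4 h that of autophagy was 0.10, that of amine metabolism 0.10 and that of ketone and fatty acid metabolism 0.051. Without replicate 3 at 4 h amine metabolism was at -0.25 and ketone and fatty acid metabolism at 0.35. Apoptosis was at -0.087 without normal replicate 3, and glutathione was at 0.0095 without normal replicate 1. The 1 h median of mitochondrial fission, fusion and tethering was 0.22 without normal replicate 3 and 0.087 without replicate 3 at 4 h.

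Mitochondrial genome genes had medians of -0.53 at 1 h and 0.02 at 4 h, and mitochondrial ribosome genes -0.12 and 0.09. With library size alone they were at -0.0056 and 0.069 at 4 h relative to all genes. The mitochondrial genome median was -0.87 at 1 h without replicate 1 and -0.14 without replicate 3 of that group, and at 4 h it was -0.30 without replicate 1 and 0.54 without replicate 3. The mitochondrial ribosome median was -0.26 at 1 h and -0.028 at 4 h without normal replicate 1, and it was 0.23 at 4 h without replicate 3 at 4 h. Peripheral nerve genes had a median of 0.47 at 4 h, and -1.32 without replicate 3 at 4 h. Smooth muscle (-0.26 at 1 h and 0.45 at 4 h), red cell precursor (0.26 and 0.49), skeletal muscle (0.09 and 0.50) and gut epithelium genes (-0.32 and -0.00117) did not pass in either contrast with TMM scaling. The smooth muscle median was -0.99 at 1 h and -0.21 at 4 h without normal replicate 1, and it was 0.10 at 1 h without replicate 3 at 1 h. Without normal replicate 1 the 1 h medians were also -0.22 for red cell precursor, -0.15 for skeletal muscle and 0.40 for gut epithelium genes. At 4 h skeletal muscle was at 1.01 without normal replicate 3, red cell precursor at 0.25 without replicate 1 at 4 h and gut epithelium at -0.62 without normal replicate 2. Gut epithelium was at 0.017 after 4 h with relative log expression size factors. At 1 h nuclear respiratory chain genes were at 0.10, ranging from -0.11 without normal replicate 1 to 0.32 without normal replicate 3. Macrophage genes were at 0.071 at 1 h, ranging from -0.39 without normal replicate 2 to 0.50 without normal replicate 1. With the nerve score as a covariate 9 lists passed camera at 1 h. Nuclear respiratory chain genes (0.28, against 0.10 in the fit with groups only), ketone and fatty acid metabolism (0.28, against 0.24), smooth muscle (0.59) and macrophage genes (-0.71, against 0.071) passed in that fit only, while adipocyte genes (0.13) no longer passed. The peripheral nerve list is the covariate itself, so its change in that fit follows from the model. Mitochondrial genome (0.029) and mitochondrial ribosome genes (0.061) were above 0 and amine metabolism (-0.11) below 0, without passing. At 4 h 10 lists passed with the covariate, now with smooth muscle (0.52) and without exocrine pancreas genes (0.82).

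The 4 neutrophil genes tested were too few for a test, and their mean log2 CPM was 0.09, -0.25 and -0.38 in normal rats, 0.90, 1.20 and 1.68 at 1 h, and -0.85, 0.31 and 1.71 at 4 h.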

Values the study reported

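The study reported 1200 differential genes among 46,095 probes in the SMAs of these rats. Genes were selected there at an FDR below 0.05 with a fold change above 1.5 between any pair of groups.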

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

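The difference between 4 h and 1 h was itself tested for each gene list, and 10 lists passed camera, which is why they are given here. The nerve score was added to the model after the neuron transcripts had been seen, and the tests of nerve and pancreas tissue were chosen only after those values were seen. Median log2 differences, 4 h minus 1 h, were 0.77 for smooth muscle, 0.56 for mitochondrial genome genes, 0.25 for nuclear respiratory chain genes, 0.19 for mitochondrial ribosome genes and 0.96 for exocrine pancreas. They were -3.54 for peripheral nerve, -1.02 for adipocytes, -0.83 for lymphocytes, -0.81 for inflammation and -0.51 for macrophages. With library size as the only scaling the median of all genes was -0.24 and that of mitochondrial ribosome genes -0.013, which is 0.23 above all genes, and adipocyte and lymphocyte genes no longer passed there. The pancreas median was -0.070 without replicate 1 at 1 h and 2.30 without replicate 2 at 1 h, and only 5 lists passed without replicate 3 at 1 h or without replicate 1 at 4 h. Inflammation was at -1.33 without replicate 1 and at -0.41 without replicate 2 at 1 h. Without replicate 3 at 4 h the medians were 1.22 for smooth muscle, 1.09 for mitochondrial genome genes, 0.40 for nuclear respiratory chain genes, 0.35 for mitochondrial ribosome genes, -0.83 for macrophages and -5.92 for peripheral nerve. Without replicate 3 at 1 h they were 0.30 for smooth muscle, 0.17 for mitochondrial genome genes and -0.42 for lymphocytes. Without replicate 1 at 4 h they were 0.065 for nuclear respiratory chain genes, 0.047 for mitochondrial ribosome genes, -0.53 for adipocytes and -0.32 for macrophages. Without replicate 2 at 1 h adipocytes were at -1.62 and lymphocytes at -1.34, and without replicate 2 at 4 h peripheral nerve was at -2.27. Of the 24 lists 0 passed fry, with 0 at an unadjusted p under 0.05, and 4 of the 10 splits of the 6 ischemic libraries gave as many lists, the real one included, so that the number of lists does not set the time points apart. With 10 splits that share cannot go below 0.1.

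The tissue in each library is one candidate explanation. Of the 9 lists other than the nerve list, 7 no longer passed once the nerve score was in the model (smooth muscle, mitochondrial genome, nuclear respiratory chain, mitochondrial ribosome, adipocyte, lymphocyte and macrophage genes). The remaining 2, inflammation and exocrine pancreas, still passed in the same direction, which argues against neuron content as their whole cause. Their medians were then -0.51 and 1.62. Immediate early genes passed only in that fit, with a median of -0.33. Nerve score and time point overlap in these 6 libraries, so the correction may also remove part of a true difference between stages. A real decline of inflammation transcripts from 1 h to 4 h therefore stays open. Inflammation transcripts had mean log2 CPM of 3.94, 5.53 and 5.59 at 1 h and 3.28, 3.73 and 5.06 at 4 h, against 2.20 to 2.30 in normal rats.

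The difference in the nerve list rested on 3 libraries. In 16 of its 23 genes, each of replicates 1 and 3 at 1 h and replicate 3 at 4 h was higher than each of the other 6 libraries. Abundant neuron transcripts were among them, with Prph at 1083, 1056 and 1030 CPM and Uchl1 at 860, 910 and 826 CPM in these 3 libraries. The 7 others are Schwann cell and myelin genes. This is what ganglion tissue taken with the artery could give, since sympathetic ganglia lie at the root of the SMA, and the smooth muscle score was 9.57, 8.60 and 9.42 there against 10.3 or more in the other libraries except normal replicate 1, at 8.46. In normal replicate 2, 6 of the 23 nerve genes were above 10 CPM, so the tissue with least nerve RNA still carries some of them. A rise of these transcripts through ischemia was not excluded. Still, 3 of the 6 ischemic libraries did not exceed the highest normal library, and both possibilities cannot be told apart with 3 rats per group.

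Pancreas transcripts were uneven as well. For 12 of the 17 pancreas genes tested the highest library was replicate 2 at 1 h, and 16 of 17 were higher in that library, replicates 2 and 3 at 4 h and normal replicate 1 than in the other 5, the exception being Ctrc, at 44.2 CPM in replicate 1 at 4 h. Levels were low, with Prss1 at 25.7 CPM and Ctrb1 at 41.5 CPM in replicate 2 at 1 h. A trace of pancreas taken with the vessel is a candidate source, and reads from another library on the same sequencer were not tested. No biological explanation was tested for this list.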

How the results depend on the processing

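Relative log expression size factors kept all 9 and 14 calls at 1 h and 4 h. With library size alone the median log2 change of all genes moved to -0.15 at 4 h against normal and to -0.24 at 4 h against 1 h, with 7 of the 9 and 12 of the 14 calls kept, and 0 early genes called over the list alone, where 3 had an unadjusted p under 0.05. At 4 h Hif1a (-0.062) and Pink1 (-0.088) fell below 0 with that shift of all genes but stayed above the median of all genes. The causes of the changes below were not tested unless stated.

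Without the low-count filter 11 genes were called over the 3 groups. With at least 10 counts in every library, where 12327 genes were tested, 20 genes were called over the 3 groups, 93 at 4 h (34 higher, 59 lower), 11 at both stages and 1 late gene over the list alone. DESeq2 called 669 genes over the 3 groups, 702 at 1 h, 610 at 4 h and 329 at both, with 1 early, 3 late and 2 followed genes over all genes, and 4 early genes over the list alone. All 9 and all 14 calls were among those of DESeq2. In DESeq2 50.6% of calls at 1 h and 39.2% at 4 h were higher, against 8 of 9 and 10 of 14. In an unchanged simulated contrast DESeq2 made 42.3 calls on average. limma voom called 10 genes over the 3 groups, and Bid reversed to -0.047. Fitting only the groups compared, which leaves fewer libraries to estimate the spread, called 4 genes at 1 h (3 of the 9), 3 at 4 h (2 of the 14) and 2 at both. Over the lists alone it called 4 early, 1 late and 0 followed genes, the last with 2 at an unadjusted p under 0.05.

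At an adjusted p under 0.01, 1 gene was called over the 3 groups, 2 at 1 h, 3 at 4 h and 2 at both, with 0 early, 0 late and 0 followed genes over the lists alone (6, 4 and 2 at an unadjusted p under 0.05). Without a fold threshold no count over all genes changed. With a fold over 2, 1 followed gene was called over the list alone. With the nerve score 33 genes were called over the 3 groups, 17 at 1 h, 129 at 4 h and 17 at both, with 0 early genes over the list alone and 3 gene lists between 4 h and 1 h, and Bid reversed to -0.23. This alternative was chosen after seeing the data.

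Whether the replicate numbers pair the libraries in any way is not stated. Individuals shared between groups are ruled out by the procedure the study describes, in which the SMA was removed after death. The counts did not show a pairing. Of 9 same-numbered pairs, 4 had deviations from the group means correlated above 0.1, and the correlations ran from -0.65 to 0.66. With the replicate number as a block 0 genes were called over the 3 groups (1782 at an unadjusted p under 0.05), 7 at 4 h and 1 late gene over the list alone.

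For the gene lists, fry gave 4 lists at 1 h, 2 at 4 h and 0 between 4 h and 1 h (0 at an unadjusted p under 0.05). With an estimated correlation the counts were 0, 0 and 0, with 3, 2 and 0 at an unadjusted p under 0.05.

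Across the 9 fits that each left out one library, calls ran from 0 to 7 genes over the 3 groups, from 0 to 11 at 1 h, from 1 to 14 at 4 h and from 0 to 7 at both. Without normal replicate 2 or normal replicate 3 there were 0 calls at 1 h (1513 and 1760 genes at an unadjusted p under 0.05) and 0 over the 3 groups (1137 and 1281). Over the lists alone, from 0 (without normal replicate 2, 2 unadjusted) to 4 early, from 0 (without normal replicate 3, 3 unadjusted) to 2 late and from 0 (without normal replicate 1 or replicate 1 at 4 h, 2 unadjusted) to 3 followed genes were called. Gene lists ran from 6 to 9 at 1 h, from 5 to 14 at 4 h and from 5 to 13 between the stages. At 4 h Hif1a ran from -0.18 to 0.48, Park2 from -2.50 to 0.30, Pink1 from -0.091 to 0.23, Bax from -0.033 to 0.44 and Bid from -1.11 to 1.01. The 13 called values of named genes gave 117 values in these fits, of which 74 lost their call, and 10 of all 378 values of named genes reversed. In 0 of the alternatives was a gene called between 4 h and 1 h, where 121 to 3271 genes had an unadjusted p under 0.05 in the fits that left out one library and 180 to 561 in the others. Of the 13 calls of named genes 8 were lost with the replicate block, 8 with only the groups compared, 4 with voom, 2 without the filter and 1 with library size alone, and DESeq2 added 6.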

Other observations

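The tests of the nerve score on the count of calls and on the early genes, and those of time of day and stress on the clock genes, were chosen only after the results were seen, and the early genes were divided by their outcome. The count over the 3 groups was 6 genes. That is lower than the number quoted from the study above. The deposited counts and the arrays its methods describe are different measurements, and how far this matters was not tested. The tests differ as well, and the random variance F-test of the study was not run. On the same counts DESeq2 called 669 genes over the 3 groups, so the count depends strongly on the test. DESeq2 also made 42.3 false calls on average in an unchanged simulated contrast.

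Other splits of the same libraries were tested in the same way. For 1 h against normal, 1 of the 10 splits gave 9 or more genes and 1 of 10 gave as many DESeq2 calls, the real one in both cases, and 1 of 10 reached its 2578 genes at an unadjusted p under 0.05. At 4 h, 1 of 10 gave 14 or more genes, but 3 of 10 gave as many as the 610 genes of DESeq2, up to 930 genes, and 3 of 10 reached the 1923 genes at an unadjusted p under 0.05, up to 2509, so neither of these counts sets the 4 h group apart from other splits. The split with 658 DESeq2 calls set normal replicates 1 and 3 and replicate 3 at 4 h, the libraries with more neuron transcripts, against the other 3, and the split with 930 set normal replicate 1 and replicates 2 and 3 at 4 h, which had more pancreas transcripts, against the rest. For 4 h against 1 h all 10 splits gave at least 0 genes, which tests nothing, and 3 of 10 had as many as 400 genes at an unadjusted p under 0.05. The split of replicates 1 and 3 at 1 h and replicate 3 at 4 h against the other 3 gave 2262 genes, which follows the neuron transcripts and not the stages. Of 100 of the 280 splits into 3 groups, 6 gave 6 or more genes and 4 gave 7 or more shared calls, the real one included, and 9 reached the 1771 genes at an unadjusted p under 0.05. Lists gave as many in 9, 6 and 4 of 10 splits for 1 h, 4 h and the difference. Calls over the study lists alone were reached in 1 of 10 splits for the early list, 1 of 10 for the late list and 1 of 10 for the followed genes. With 10 splits no share can go below 0.1.

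Spread in neuron content is a candidate explanation for the low number of calls. With the nerve score in the model 129 genes were called at 4 h, and 0 of 20 shuffles of the nerve scores among libraries gave as many, with at most 77. At 1 h the score gave 17 genes, but 3 of 20 shuffles gave as many and one gave 1902, so no statement about 1 h can be drawn from it.

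For the early genes, neuron content may account for Gdap1, and at least in part for Pdzd8 and Inf2. These kept at most 32.8% of their log2 fold change with the nerve score. At 4 h, where 1 of 3 libraries was rich in neuron transcripts, Gdap1 was high in that library alone. Replicate 2 at 1 h had a nerve score of 5.43, near the 5.44 of normal replicate 1. There Pdzd8 was at 55.75 CPM, against 38.5 to 44.5 CPM in normal rats, and Inf2 at 300 against 375 to 530 CPM. In replicates 1 and 2 at 4 h Pdzd8 was at 34.1 and 48.75 CPM and Inf2 at 628 and 430 CPM. Whether neuron content is the whole cause for Pdzd8 and Inf2 stays open. Tomm20, Bnip3 and Bnip3l stayed at least 2.32 standard errors from 0, which argues against neuron content as their whole cause. Dnm1l kept 51.1% of its change (0.41, SE 0.39). It was highest in the libraries rich in neuron transcripts, at 165 and 156 CPM at 1 h and 168.5 CPM at 4 h. The other ischemic libraries had 86.4 CPM at 1 h and 100.4 and 86.2 CPM at 4 h, against 58.6 to 94.7 CPM in normal rats. Its high values thus went with neuron content. Whether ischemia also raised Dnm1l stays open, since the nerve score was higher at 1 h. The 6 late and followed genes with an unadjusted p under 0.05 kept at least 96.8% of their change. The nerve score was about as high on average in normal rats (5.44, 0.47 and 4.18) as at 4 h (1.43, 2.02 and 7.44). The covariate could therefore move most 4 h changes little, and the fit says little about neuron content as a cause for these 6 genes. An effect of ischemia on them stays open, as none passed over all genes.

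Glucocorticoid targets were higher in both stages with the nerve score in the model too, with a camera adjusted p of 7.88e-17 or less. The ischemic rats were anaesthetized, operated on and bled, and what the normal rats underwent is not stated, so a response to these steps was not tested apart from one to ischemia.

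Nr1d1 led to a look at clock genes, and the list was written after their values had been seen. Further clock genes, among them Per2, Bhlhe40, Bhlhe41, Usp2 and Cry2, were also looked at and left out. Nr1d1, Nr1d2, Dbp, Tef, Per3 and Ciart were taken as one phase and Arntl, Npas2, Clock, Cry1 and Nfil3 as the opposite one, and Hlf was listed but not analysed here. Of these 11 genes, 10 moved with their phase at both time points, among them Clock (0.05 and 0.15) and Ciart (-0.90 and -0.04), which hardly moved in one or both stages, and Npas2 went the other way. In 8 of the 10 the ischemic and normal libraries did not overlap. Dbp was at 56.2, 61.2 and 215 CPM in normal rats and at 10.1 CPM or less in ischemic rats. Nfil3 was called in both stages and Nr1d1 at 1 h, and the other 9 genes did not pass in the fit with groups only. Dbp, Arntl and Nr1d1 were also called at 4 h once the nerve score was in the model, as was Per1. The mean of the second phase minus the first was -2.32, -1.94 and -2.92 in normal rats and from 0.12 to 1.19 in ischemic rats. Neuron content does not account for this shift, which kept at least 100.4% of its size with the nerve score. A different time of day at sampling might give it, and so might a response to stress, in line with a rise of Per1 by 1.55 on the log2 scale at 4 h (0.72 at 1 h), a gene that is also in the glucocorticoid list. These cannot be told apart, because the labels give no time of day.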
